# Characterization and comparison of post-natal rat Achilles tendon-derived stem cells at different development stages

**DOI:** 10.1038/srep22946

**Published:** 2016-03-14

**Authors:** Jialin Chen, Wei Zhang, Zeyu Liu, Ting Zhu, Weiliang Shen, Jisheng Ran, Qiaomei Tang, Xiaonan Gong, Ludvig J. Backman, Xiao Chen, Xiaowen Chen, Feiqiu Wen, Hongwei Ouyang

## Abstract

Tendon stem/progenitor cells (TSPCs) are a potential cell source for tendon tissue engineering. The striking morphological and structural changes of tendon tissue during development indicate the complexity of TSPCs at different stages. This study aims to characterize and compare post-natal rat Achilles tendon tissue and TSPCs at different stages of development. The tendon tissue showed distinct differences during development: the tissue structure became denser and more regular, the nuclei became spindle-shaped and the cell number decreased with time. TSPCs derived from 7 day Achilles tendon tissue showed the highest self-renewal ability, cell proliferation, and differentiation potential towards mesenchymal lineage, compared to TSPCs derived from 1 day and 56 day tissue. Microarray data showed up-regulation of several groups of genes in TSPCs derived from 7 day Achilles tendon tissue, which may account for the unique cell characteristics during this specific stage of development. Our results indicate that TSPCs derived from 7 day Achilles tendon tissue is a superior cell source as compared to TSPCs derived from 1 day and 56 day tissue, demonstrating the importance of choosing a suitable stem cell source for effective tendon tissue engineering and regeneration.

Tendons transmit forces from muscle to bone, maintaining joint motion and body movement. Tendon injuries are commonly encountered in the clinic, disrupting the patient’s working ability and spoiling the career of athletes. Injured tendons cannot heal adequately by themselves: injury often resulting in the formation of scar tissue. The risk of re-injury is in turn raised as a result of inferior mechanics of scar tissue^1^.

In recent years, tissue engineering approaches have been adopted by scientists to repair and regenerate the injured tendons using stem cell therapy^2^,^3^,^4^. Bone marrow mesenchymal stem cells (BMSCs) are the most widely used stem cells in tissue engineering, posing as a promising treatment options for damaged tissues such as bone and cartilage^5^,^6^. BMSCs have also been used in tendon tissue engineering for tendon repair. However, some studies have reported ectopic bone formation after treatment^7^ which contradicts the application of BMSCs in tendon repair. Tendon stem/progenitor cells (TSPCs) were first identified and described by Bi *et al.*^8^. These cells possess self-renewal ability and multi-differentiation potential to mesenchymal cells such as adipocytes, chondrocytes, and osteocytes. Recently, an array of studies^9^,^10^,^11^ have used TSPCs for tendon tissue engineering, which has shown promising potential for tendon repair and regeneration.

It has been reported that fetal dermal fibroblasts and adult dermal fibroblasts possess different tendon repair abilities^12^,^13^, indicating that cells isolated from different development stages harbour different regeneration potential. Tendon development is a process with striking changes of tissue structure and cell morphology^14^,^15^,^16^. Transforming growth factor beta (TGF-β) and mitogen-activated protein kinase (MAPK) signalling pathways have been found to be the two most strongly modified pathways during tendon development^17^. The signalling pathways and extracellular matrix (ECM) niches regulate the fate of TSPCs^8^,^10^,^18^, which in turn contribute to the homeostasis of tendon tissue. TSPCs in different development stages may have different potential for tendon regeneration. However this has not been elucidated yet.

On the basis of previous studies, we hypothesize that there will be a difference in self-renewal and multi-potent differentiation potential between TSPCs at different stages of development. Therefore, the aims of this study were to characterize and compare post-natal rat Achilles tendon tissue and TSPCs at different stages of development. To that end, we analysed the post-natal development process of Sprague-Dawley rat Achilles tendon tissue at different time-points by histology staining, TEM scanning and polarized light observation. TSPCs were evaluated at three different time-points (1, 7 and 56 days) and parameters such as clone formation ability, surface CD markers expression, differentiation potential to mesenchymal tissue, cell proliferation, and gene expression profile were compared.

## Results

### Morphological evaluation of rat Achilles tendon tissue

#### Haematoxylin and eosin (H&E) staining

Achilles tendons of post-natal rats were harvested at day 0, 1, 2.5, 4, 7, 14, 28 and 56. H&E staining revealed that the Achilles tendons experienced striking changes of tissue morphology (Fig. 1a), mainly on three parameters. Firstly, tissue structure became denser and more regular with deposition of new fibres with time. Obvious parallel and dense collagen fibres with short crimp pattern were found at day 7. Align tissue structure with long crimp pattern was observed at day 56. Secondly, the morphology of the nuclei turned from round shape at day 1, to short spindle shaped at day 7, and eventually to long spindle shaped at day 56. Thirdly, the number of cells decreased with development. The tendon tissue at day 56 contains only a small quantity of cells, which were surrounded by dense collagen fibres.

Histology score of the three above-mentioned parameters were compared at all time-points (Fig. 1b). The score of each parameter decreased with time; the lowest value being seen at day 56. Interestingly, it was found that the three parameters decreased in a specific order: first the fibre structure, then the nuclear roundness, and finally the number of cells (Fig. 1c).

#### Polarized light observation

In order to evaluate the maturation level of tissue, histological sections were observed under polarized light microscopy (Fig. 2a). It was found that tendon tissue could not be observed at day 1, and partially observed at day 4. Notably, the main part of tendon tissue showed a weak golden yellow colour at day 7, i.e. the tissue structure is determined but the tissue maturation still needs to be developed. Parallel and golden yellow collagen fibres could be seen under the polarized light microscopy at day 56 tendon tissue.

#### Transmission electron microscopy (TEM) evaluation

To evaluate the change of collagen fibre diameter, transverse sections of tendon tissues were compared using TEM (Fig. 2b). It was found that the new-born tendon tissue consisted of small homogeneous collagen fibres (average diameter is 32.76 nm). The diameter of collagen fibres increased with development. At day 56, larger heterogeneous collagen fibres were formed (average diameter is 165.54 nm). It was noticed that a trend of difference in collagen fibre began at day 7 and two categories of collagen fibres with different diameters were obviously found at day 14.

### Comparison of TSPCs at different development stages

#### Isolation of TSPCs at different development stages

According to the difference in tendon tissue development, we chose three representative time-points in which TSPCs were isolated: 1 day (TSPC-1d), 7 days (TSPC-7d) (tissue morphology experienced striking change around this time-point), and 56 days (TSPC-56d). It was found that the cells adhered and spread from tendon tissues (Fig. 3a). After low density screen, some single cell formed clones in dish (Fig. 3b,c).

#### Comparison of clone formation ability

The clone formation ability of TSPCs extracted from post-natal tendon tissue at day 1, 7 and 56 was compared by crystal violet staining (Fig. 3d–g). All TSPCs possessed a high ability to form clones, however TSPCs-7d (25.33 ± 1.73%) had a significantly higher ability to form clones as compared to TSPCs-1d (20.44 ± 1.71%, p < 0.05) and TSPCs-56d (21.00 ± 1.00%, p < 0.05).

#### Comparison of surface marker expression using fluorescence-activated cell sorting (FACS)

TSPCs derived from day 1, 7 and 56 tendon tissue showed similar expression profile of CD marker as MSCs (Fig. 3h–k). They all expressed CD29, CD44, and CD90 with no significant difference between the time-points (Table 1). All TSPCs were negative for hematopoietic marker CD45 (Fig. 3k).

#### Comparison of differentiation potential to mesenchymal tissue

The differentiation to mesenchymal tissue of TSPCs derived from day 1, 7 and 56 was compared. Osteogenic differentiation assay showed that TSPCs from all time-points could differentiate into osteo-lineage, as confirmed by ALP staining after two weeks induction (Fig. 4a–c). The percentage of ALP positive cells in TSPCs-7d group (93.82 ± 0.13%) was significantly higher than TSPCs-1d (85.21 ± 2.12%, p < 0.001) and TSPCs-56d (81.84 ± 0.81%, p < 0.001) (Fig. 4d). Oil red staining confirmed the adipogenic differentiation potential of TSPCs (Fig. 4e–g). It was found that the adipo-lineage differentiation ability of TSPCs-1d was weaker than TSPCs-7d (0.14 ± 0.02 vs. 0.19 ± 0.01, p < 0.05). However, there was no significant difference between TSPCs-7d and TSPCs-56d (p > 0.05) (Fig. 4h). Safranin O staining (Fig. 4i–k) and alcian blue staining (Fig. 4l–n) confirmed differentiation potential towards chondro-lineage phenotype. The histology score evaluation demonstrated that TSPCs-7d had stronger chondro-lineage differentiation ability as compared to TSPCs-1d (8.00 ± 0.00 vs. 3.67 ± 1.15, p < 0.05) and TSPCs-56d (8.00 ± 0.00 vs. 4.75 ± 0.96, p < 0.05) (Fig. 4o). Overall, TSPCs from all time-points possessed differentiation potential to osteo-, adipo- and chondro-lineage, however the differentiation ability of TSPCs-7d was stronger than TSPCs-1d and TPSCc-56d.

The tenogenic differentiation potential of TSPCs derived from day 1, 7 and 56 was compared in a cell-sheet model (Fig. 5). It was found that TSPCs-7d expressed higher *Scx* (p < 0.05), *Mkx* (p < 0.001), *Col1* (p < 0.05), *Col14* (p < 0.05) and *Nfatc4* (p < 0.001), compared to TSPCs-1d. There is no significant difference between TSPCs-7d and TSPCs-56d on the expression of *Scx* and *Nfatc4* (p > 0.05). However, much more expression of *Mkx* (p < 0.001), *Col1* (p < 0.05) and *Col14* (p < 0.001) was found in TSPCs-7d, compared to TSPCs-56d.

#### Comparison of proliferation ability

The proliferation ability of TSPCs derived from day 1, 7 and 56 tendon tissue was compared at different days in culture. In short-term proliferation experiment (Fig. 6a), up to 3 days in culture, there was no significant difference between the TSPCs. From 5 days in culture, different OD value could be observed. At 7 days in culture, TSPCs-7d showed the highest OD value as compared to TSPCs-1d (6.90 ± 0.76 vs. 4.02 ± 0.11, p < 0.001) and TSPCs-56d (6.90 ± 0.76 vs. 3.68 ± 0.20, p < 0.001). A long-term proliferation experiment (Fig. 6b) showed that TSPCs-7d could proliferate to over 25 population doublings in 70 days in culture, which was higher and longer than for TSPCs-1d and TSPCs-56d. Most importantly, TSCPs-7d after 20 passages still possessed the ability to form clones (Fig. 6c), osteo-lineage differentiation potential (Fig. 6d), adipo-lineage differentiation potential (Fig. 6e), and some chondro-lineage differentiation potential (Fig. 6f), and showed similar expression profile of CD marker as MSCs (Fig. 6g–j).

#### Comparison of gene profile

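Total RNA of cultured TSPCs at passage 2 from the Achilles tendon of rats aged 1, 7 and 56 days was hybridized to Affymetrix Rat Genome 230 2.0 arrays, which carry a set of short probes (a probe set) for each transcript. There were 3 arrays, 1 for each age, and the tissue of at least 2 animals was pooled for each culture. The methods give 200 ng of total RNA per sample and the MessageAmp Premier kit for the labelled RNA, whereas the sample labels give 2 µg and the MessageAmp II kit. For normalization the methods name both MAS5 and RMA, and the submitters' processing notes name MAS5 alone. The deposited values were read as signals on a linear intensity scale, and covered 31042 probe sets with a lowest value of 1. The median signal was 107 in TSPCs-1d, 108 in TSPCs-7d and 114 in TSPCs-56d, so no further scaling was applied. As in the methods, a fold change was the ratio of the signals of a pair of arrays, with a cutoff of 2. With 1 array per age, no difference has a replicate check and no p-value was computed. For 1714 genes with 2 probe sets above the median of mean signal, these differed in log2 ratio by a median of 0.14 for TSPCs-7d vs. TSPCs-1d, 0.14 for TSPCs-7d vs. TSPCs-56d and 0.17 for TSPCs-56d vs. TSPCs-1d. Signals under 48.9, the 25th percentile of all signals, were treated as dim. Fold changes that involve a dim signal are given as "at least", with the dim signal raised to that level. The platform's table gave a single gene symbol to 20826 probe sets, which stand for 14217 genes, and for each gene the probe set of the highest mean signal was used. The median log2 ratio of a gene list was placed among those of 10000 random lists of genes of similar mean signal, as a description of these arrays. AFFX control probe sets were not analysed here.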

To elucidate the inherent molecular difference between TSPCs-7d and TSPCs-1 and TSPCs-56d, the gene profiles of each TSPCs were compared by microarray. 

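Compared to TSPCs-1d, *PCOLCE2*, which encodes an enhancer of procollagen processing, was 9.05-fold higher in TSPCs-7d, with signals of 51.0 and 462. The integrin beta-like gene *Itgbl1* was 7.54-fold higher, the matrix protease gene *Mmp3* 5.81-fold higher and the prostaglandin transporter gene *Slco2a1* 5.67-fold higher. On the lower side, *Pcp4*, a modulator of calmodulin, fell from a signal of 3475 to 341 (10.2-fold), and *Rgs4*, a regulator of G-protein signalling, was 6.70-fold lower (1.60-fold in its weaker probe set). Compared to TSPCs-56d, *Eya1*, a transcription cofactor of muscle and tendon development, was 9.35-fold higher in TSPCs-7d and the transcription factor gene *Mecom* 7.01-fold higher, though 1.24-fold in its other probe set. The complement protease gene *Masp1* was 12.9-fold lower (1.23-fold and 2.18-fold in its other probe sets), the cytokine gene *Il33* 8.90-fold lower and the antioxidant enzyme gene *Gpx3* 7.89-fold lower. Over all 31042 probe sets, 422 were more than 2-fold higher and 307 more than 2-fold lower in TSPCs-7d vs. TSPCs-1d, together 729 (2.35%). In TSPCs-7d vs. TSPCs-56d, 522 were higher and 407 lower, together 929 (2.99%). This split turned at a 3-fold cutoff, with 105 higher and 139 lower, and was 616 and 343 after each array was divided by its median. A difference in either comparison was found for 1332 probe sets (4.29%). These counts depended on faint signals: with every signal under the median of 110.1 raised to it, they were 414, 504 and 721.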

A total of 1,066 transcripts out of 30,000 transcripts analysed were found to show a more than two-fold difference between TSPCs-7d and TSPCs-1d, or TSPCs-7d and TSPCs-56d (Fig. 7a). The expression of three randomly chosen genes (*Alx1*, *Dcn* and *Lum*) was confirmed by quantitative polymerase chain reaction (qPCR) (Fig. 7b). 

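On the arrays, *Alx1*, which encodes a homeobox transcription factor, was bright in TSPCs-1d alone. Its signal was 358 in TSPCs-1d, 29.2 in TSPCs-7d and 18.3 in TSPCs-56d, so it was at least 7.32-fold lower in both older cultures. *Dcn* and *Lum* encode decorin and lumican, small leucine-rich proteoglycans that bind collagen fibrils, and both were bright in TSPCs-56d. The signal of *Dcn* was 22.4 in TSPCs-1d, 49.4 in TSPCs-7d and 607 in TSPCs-56d. It was thus at least 12.4-fold higher in TSPCs-56d than in TSPCs-1d and 12.3-fold higher than in TSPCs-7d. *Lum* had signals of 22.9, 22.4 and 1021, at least 20.9-fold higher in TSPCs-56d than in either younger culture. As both *Lum* signals of the younger cultures were dim, no difference between them could be read. Of 12 measured genes of small leucine-rich proteoglycans, 3 were more than 2-fold higher in TSPCs-56d than in TSPCs-1d and 0 lower. The one beside *Dcn* and *Lum* was *Prelp*, a proteoglycan of basement membranes and cartilage, 5.55-fold higher.

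**Figure D1:**
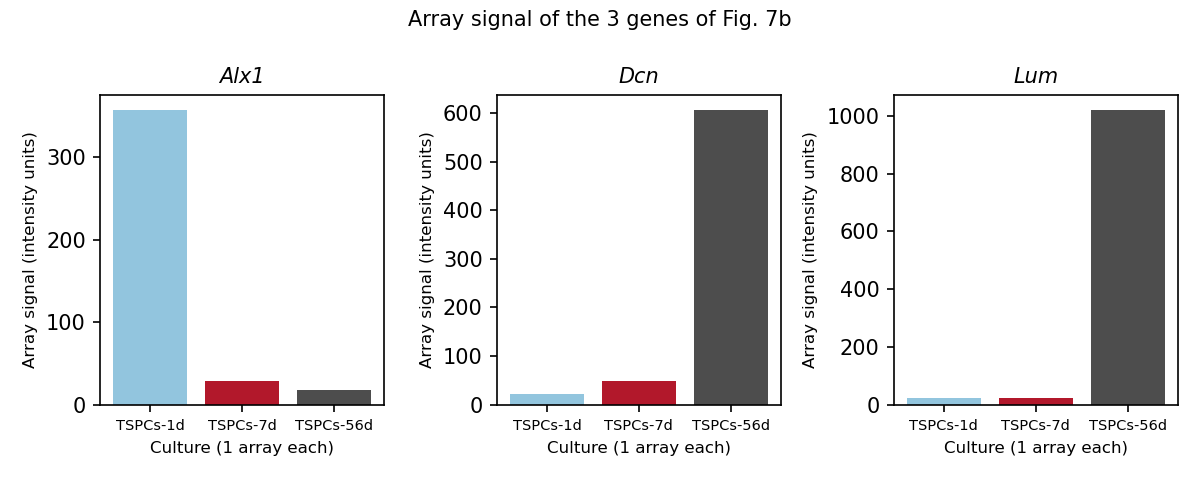
Array signal (intensity units, linear axis from 0) of Alx1, Dcn and Lum in TSPCs-1d, TSPCs-7d and TSPCs-56d, 1 bar per array. Alx1 is highest in TSPCs-1d (358), Dcn (607) and Lum (1021) in TSPCs-56d.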

There were 266 transcripts showing more than two-fold difference both in TSPCs-7d vs. TSPCs-1d, and TSPCs-7d vs. TSPCs-56d, which may contribute to the different cell characteristics seen in this study (Supplementary Table S1, Fig. 7a). These 266 transcripts were hierarchically clustered. It was found that most of these genes were highly expressed in TSPCs-7d (Fig. 7c, red region in TSPCs-7d group). 

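Among named genes past the cutoff in both comparisons, the collagen gene *Col14a1* was 4.84-fold higher in TSPCs-7d than in TSPCs-1d and 7.09-fold higher than in TSPCs-56d. Its signals were 765 in TSPCs-1d, 3702 in TSPCs-7d and 522 in TSPCs-56d, and its weaker probe set moved the same way (162, 654 and 134). *Jak2*, a kinase of cytokine receptors, was higher in TSPCs-7d with signals of 213, 985 and 338. The lactate transporter gene *Slc16a3* was lower, with 667, 178 and 701, as was the lipoprotein lipase gene *Lpl*, with 543, 153 and 834. In total, 326 probe sets passed the cutoff in both comparisons, 403 only against TSPCs-1d and 603 only against TSPCs-56d. Independent lists of these sizes would share 7.10 probe sets higher in TSPCs-7d and 4.03 lower. These comparisons are not independent, since both rest on the same TSPCs-7d array. When arrays without any change were simulated 100 times around a shared array, the overlap was 171 on average (143 to 195) with noise taken from pairs of probe sets of a gene, and 409 (352 to 491) with noise as large as the whole difference between TSPCs-56d and TSPCs-1d. The larger noise put 1147 and 1143 probe sets past the cutoff in the single comparisons, more than the 729 and 929 observed, so its overlap is high by construction and was not used. The smaller noise put 507 and 508 past it, fewer than observed. Such a shortfall is also what arrays without change would give beside real differences, so it does not show whether the overlap of 171 is low. Part of the observed overlap can come from the single TSPCs-7d array, and 1 array per age cannot tell how much. By the same count, 167 probe sets were higher and 94 lower in TSPCs-1d than in both other cultures, and 217 higher and 224 lower in TSPCs-56d.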

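Within this set, many genes stood at similar levels in TSPCs-1d and TSPCs-56d and apart in TSPCs-7d. The cyclin gene *Ccna2*, for instance, had signals of 703, 2041 and 579.8 in TSPCs-1d, TSPCs-7d and TSPCs-56d. A smaller part changed stepwise with age. The troponin gene *Tnnc1* fell from 6489 to 951 and 127, and the carbonic anhydrase gene *Car3* from 5356 to 2536 and 463, among 29 probe sets that were lower at each step. The microfibril gene *Mfap5* went from 262 to 1205 and 6668, and the complement gene *C1s* from 103 to 272 and 1576, among 19 that were higher at each step. Over the 326 probe sets, the Euclidean distance of log2 signals was 22.9 between TSPCs-56d and TSPCs-1d, 27.8 between TSPCs-7d and TSPCs-1d and 29.2 between TSPCs-7d and TSPCs-56d. The median size of the log2 ratio was 0.27, 1.41 and 1.38 for these pairs. The set was chosen for its difference in TSPCs-7d, which by itself places that array apart in such distances. The nearest pair changed with the measure: the correlation across probe sets, each centred on its mean, was least negative for TSPCs-56d and TSPCs-1d (-0.33), but with centring on the median, chosen after the order was seen, it was least negative for TSPCs-7d and TSPCs-56d (-0.17).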

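Of the 326 probe sets, 203 (62.3%) were higher in TSPCs-7d than in both other cultures, 75 (23.0%) were lower than in both, and 48 lay between them. Counted through any of their probe sets, the 203 stood for 158 named genes, and 78 of these belong to 7 lists of cell cycle genes. By that count, 1 gene of these lists was lower than in both. Examples of those higher are *Ttk*, a kinase of the spindle checkpoint, with signals of 224 in TSPCs-1d, 736 in TSPCs-7d and 235 in TSPCs-56d, and the condensin gene *Ncaph* with 272, 855 and 296. *Depdc1*, a gene of mitosis outside these lists, had 263, 864 and 262. Genes lower in TSPCs-7d than in both others included *Relt*, a receptor of the tumour necrosis factor family (387, 98.8 and 433), the fructose transporter gene *Slc2a5* (168, 49.9 and 184) and the transcription factor gene *Dmrt2* (549.5, 198 and 519). In simulated arrays without change that share 1 array, both directions were nearly equal, with 82.3 higher and 84.8 lower on average for noise from pairs of probe sets. With noise as large as the whole difference between TSPCs-56d and TSPCs-1d, they were 201 and 203, but this noise by itself put more probe sets past the cutoff in each comparison than were observed, so these counts are high by construction. The noise from pairs of probe sets put fewer past it than were observed. It arises between probe sets of the same arrays and not between cultures, so the near balance is no test of the observed split. The split varied with the treatment of low signals and with the cutoff. There were 174 higher and 39 lower with a floor at the 25th percentile, 149 and 26 with a floor at the median, 131 and 31 with a pseudocount of 32, 157 and 33 above the median of mean signal, and 148 and 36 over genes. At a 3-fold cutoff, 32 probe sets remained, of which 9 were higher and 17 lower in TSPCs-7d.

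**Figure D2:**
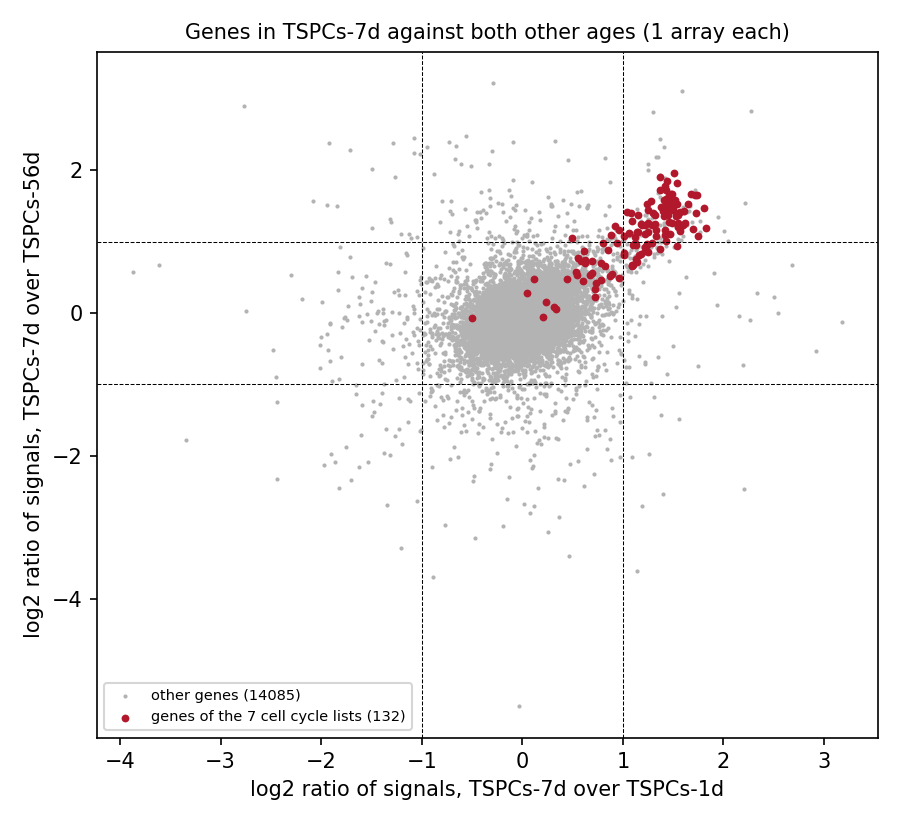
Log2 ratio of signals in TSPCs-7d over TSPCs-1d (horizontal) and over TSPCs-56d (vertical), 1 point per gene, with 132 genes of 7 cell cycle lists in red, the other genes in grey and dashed lines at 2-fold. Of the 132 genes, 77 lie above 2-fold on both axes and 0 below it on both.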

Gene Ontology (GO) analysis showed different biological processes (Fig. 7d) and pathways (Fig. 7e) between TSPCs-7d and TSPC-1d and 56d. 

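Genes that carry a cell through mitosis and DNA replication were higher in TSPCs-7d than in TSPCs-1d and TSPCs-56d. Of 24 measured mitotic cyclins, kinases and checkpoint genes, 20 were more than 2-fold higher in TSPCs-7d than in TSPCs-1d and 22 than in TSPCs-56d, with median log2 ratios of 1.39 and 1.39. Among them, the checkpoint kinase gene *Bub1b* was 2.68-fold and 3.44-fold higher. Of 19 genes of mitotic kinesins, the spindle and cytokinesis, 16 and 17 were higher (medians 1.43 and 1.45). The kinesin gene *Kif20b* was 2.72-fold and 3.62-fold higher, and the spindle pole gene *Aspm* 2.58-fold and 3.73-fold higher. Of 19 kinetochore genes, 15 and 13 were higher (1.41 and 1.16), such as *Cenpf* (2.85-fold and 3.88-fold). Of 14 genes of chromosome structure, 10 and 8 were higher (1.39 and 1.27), including the proliferation marker *Mki67* (3.33-fold and 3.14-fold). Among 17 genes that license or fire replication origins, 13 and 8 were higher (1.18 and 0.98), and the helicase genes *Mcm5* (3.02-fold and 2.36-fold) and *Mcm6* (3.35-fold and 2.12-fold) were among them. Of 15 DNA repair genes, 8 and 6 were higher (1.10 and 0.95), such as *Fancd2* (2.83-fold and 2.71-fold). In each of these lists 0 genes were more than 2-fold lower, and each median exceeded those of all 10000 random lists. Between TSPCs-56d and TSPCs-1d, 0 genes of these lists passed the cutoff. The replication origin list still had a median log2 ratio of 0.36 in favour of TSPCs-56d, at percentile 99.95 of random lists. The mitotic regulators had -0.06, at percentile 13.1. With DNA synthesis genes added, the lists hold 132 genes, of which 77 were higher in both comparisons, against at most 11 in a random list. Of these 132, 46 are also in Supplementary Table S2, which was chosen on these arrays, and of the other 86, 33 were higher in both, against at most 7 at random. Dim signals limit the repair list, whose medians were 0.61 in both comparisons, with 3 genes past the cutoff in each, once signals under the median were raised to it.

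**Figure D3:**
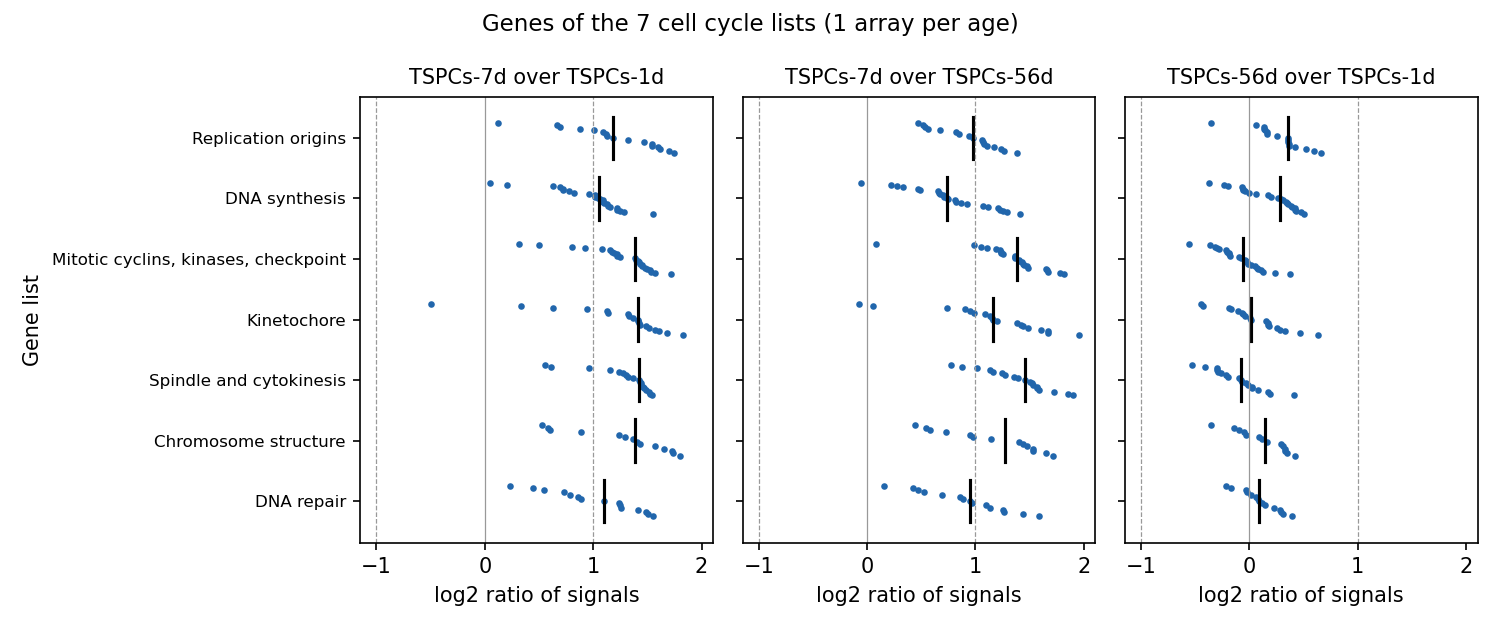
Log2 ratio of signals for each gene (1 point) of 7 cell cycle lists in the 3 comparisons of arrays, with a black bar at each list's median and dashed lines at 2-fold. In TSPCs-7d the medians lie between 0.74 and 1.45 against both other cultures, while TSPCs-56d over TSPCs-1d has 0 genes past 2-fold.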

In the biological process, the most significant GO term was ‘mitosis’ with 17 transcripts enriched, following by GO term related to cell division, cell cycle, DNA replication, microtubule-based movement, DNA repair and DNA replication initiation (Fig. 7d). Most of them were likely responsible for the high proliferation ability of TSPCs-7d. 

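Of 16 measured G1 cyclins, their kinases and E2F factors, 6 were more than 2-fold higher in TSPCs-7d than in TSPCs-1d and 3 than in TSPCs-56d, with 0 lower and medians of 0.39 and 0.71, both at percentile 100 of random lists. The E2F factor gene *E2f8* was 4.01-fold and 2.23-fold higher, *E2f7* 2.79-fold and 2.16-fold, and *Mybl2*, a transcription factor of cycling cells, 2.51-fold and 2.18-fold, though its other probe set gave 1.25-fold and 1.18-fold. *Ccne2*, the cyclin of S phase entry, was 2.47-fold higher than in TSPCs-1d and 1.77-fold than in TSPCs-56d. The D-type cyclin gene *Ccnd1*, named after its values were seen, had signals of 3237 in TSPCs-1d, 2979.8 in TSPCs-7d and 1854 in TSPCs-56d. Among 20 cell cycle inhibitors and p53 targets, 2 were more than 2-fold higher in TSPCs-7d than in TSPCs-1d, 0 than in TSPCs-56d and 0 were lower. These were *Rbl1*, a relative of the retinoblastoma gene (2.61-fold), and the kinase inhibitor gene *Cdkn2c* (2.47-fold), whose other probe set had a ratio of 0.92. The medians of the inhibitors were -0.02 and 0.01, at percentiles 28.2 and 65.8 of random lists. For the GO terms of Fig. 7d, the paper proposes that most were responsible for the high proliferation of TSPCs-7d, and leaves this to later studies.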

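The genes of DNA polymerases and of the supply of nucleotides were higher in TSPCs-7d, more so against TSPCs-1d than against TSPCs-56d. Of 24 measured genes, 15 were more than 2-fold higher than in TSPCs-1d and 7 than in TSPCs-56d, with 0 lower and medians of 1.05 and 0.74. The catalytic subunit genes *Pola1* (2.38-fold and 2.38-fold) and *Pole* (2.06-fold and 2.66-fold) passed the cutoff in both comparisons, as did the DNA ligase gene *Lig1* (2.44-fold and 2.34-fold) and the thymidine kinase gene *Tk1* (2.93-fold and 2.30-fold, but 1.78-fold and 1.73-fold, and 1.49-fold and 1.23-fold, in its weaker probe sets). *Pold1*, the catalytic subunit of polymerase delta, did not, with signals of 217, 251 and 260.4 in TSPCs-1d, TSPCs-7d and TSPCs-56d. Between TSPCs-56d and TSPCs-1d this list had a median of 0.28 in favour of TSPCs-56d, at percentile 99.9 of random lists, with 0 genes past the cutoff. Fig. 7e also names autoimmune and graft diseases, whose pathways hold histone and MHC genes. Of 16 histone genes, 0 were higher than in TSPCs-1d and 1 was lower, *Hist4h4* (2.05-fold). Both *H2ax* (2.23-fold) and *H2az1* (2.02-fold) were higher than in TSPCs-56d. How well the labelling captured histone transcripts was not checked. These counts therefore do not show whether histone genes followed those of DNA synthesis. Of 29 genes of MHC and antigen presentation, 0 passed the cutoff against TSPCs-1d. Against TSPCs-56d, the MHC class I gene *RT1-T24-4* (2.64-fold) and the immunoproteasome gene *Psmb8* (2.19-fold) were lower and 0 were higher.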

In the pathway related, the two most significant GO terms were ‘cell cycle’ and ‘DNA polymerase’ (Fig. 7e). The genes belonging to these GO terms were screened and listed in Supplementary Table S2. It was unexpectedly found that nearly all of the genes (52 out of 55 genes, 94.5%) were up-regulated in TSPCs-7d as compared to TSPCs-1d and 56d, which may account for the unique cell characteristics of TSPCs-7d during development.

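The genes of this table were higher in TSPCs-7d by a narrow range of fold changes. Its 59 probe sets, given under 55 gene names, had a median ratio of 2.69 over TSPCs-1d and 2.60 over TSPCs-56d, whereas the median of TSPCs-56d over TSPCs-1d was 1.00. In total, 57 probe sets and 52 gene names (94.5%) were more than 2-fold higher in both comparisons, with ratios from 2.02 to 3.51 and from 2.00 to 3.62. A large part encodes proteins of mitosis and replication. *Uhrf1*, which maintains DNA methylation at replication forks, was 3.49-fold and 2.78-fold higher, the exonuclease gene *Exo1* 2.80-fold and 2.39-fold, and the origin gene *Orc1* 3.25-fold and 2.26-fold. There were 2 probe sets that went another way. One, listed under CKS1-like genes and assigned by the platform to *Cks1b*, was lower in TSPCs-7d, with signals of 431, 139 and 408. The brighter probe set of *Cks1b*, an adaptor of cyclin-dependent kinases, had 1064, 1858 and 939.6. The other was that of *Rgs2*, a regulator of G-protein signalling, which was lower than in TSPCs-1d (ratio 0.40) and higher than in TSPCs-56d (ratio 2.15). Of the 59 probe sets, 56 were above the median of mean signal. All 59 probe sets were past the 2-fold cutoff on these same arrays, so the size of their ratios is not independent evidence. The cutoff takes both directions and does not by itself set the shared one, which still rests on the same arrays. Of the table's probe sets, 0 passed a 3-fold cutoff in both comparisons.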

## Discussion

This study establishes the first evaluation of tissue structure and morphological changes in post-natal rat Achilles tendon. Based on the results of tissue development, TSPCs from three different development stages (TSPC-1d, 7d and 56d) were isolated and compared. TSPCs-7d showed the highest self-renewal ability, cell proliferation, and differentiation potential towards mesenchymal lineage. These findings indicate that TSPCs-7d may be a better cell source than TSPCs-1d and TSPCs-56d for future cell therapy.

TSPCs have been studied for tendon tissue engineering and tendon repair since it was first discovered^8^,^9^,^19^. Similar as BMSCs, TSPCs possess self-renewal ability and multi-differentiation potential towards mesenchymal lineage. Moreover, these tissue specific stem cells express important tendon-related genes such as scleraxis and tenomodulin, and could form tendon tissues after implantation *in vivo*^8^. Therefore it is worth to further decipher the relation between TSPCs and tendon homeostasis.

There are some studies concerning the difference between young TSPCs and aged TSPCs, or young tendon tissues and aged tendon tissues. In 2003, Beredjiklian *et al.* found fetal sheep tendon to be able to regenerate itself whereas adult tendon could not. Collagen architecture was reconstituted in fetal tendon without any scar formation^20^. The same group further demonstrated that the regeneration ability of fetal tendon is dependent on intrinsic factors of the fetal tissue itself, rather than on environmental influence^21^. A similar scar-free repair phenomenon has been found in other tissues, such as skin^22^,^23^, nerve^24^ and bone^25^. The inherent mechanism remains unclear. As cells play an important role for tissue formation and tissue repair, and as TSPCs is the only stem cell that has been found in tendon tissue, it would be TSPCs that contributes to the different repair ability between fetal and adult tendons. Zhou *et al.* compared TSPCs derived from young rats (3–4 month) and old rats (24–26 month)^26^. They found that young TSPCs had a stronger proliferation and clone formation ability than old. Furthermore, the cell cycle progression of aged TSPCs was delayed and the differentiation potential to adipo-lineage was enhanced^26^. A recent study used TSPCs derived from young (28 ± 5 years) and healthy human tendons, and those derived from aged (63 ± 14 years) and degenerated human tendons^27^. It was found that aged TSPCs exhibited deficit in self-renewal and clone formation ability, with an elevation of senescence. However, the multi-lineage differentiation potency did not show any difference between young and aged TSPCs^27^. Similar as TSPCs, some studies found young BMSCs to have more clone formation and proliferated faster than old BMSCs^28^,^29^,^30^,^31^. All of these studies indicate that the function and fate of TSPCs is age dependent with the development or degeneration of tendon tissues, and young TSPCs has the potential to regenerate injured tendon without scar formation. However, tendon tissue experiences striking morphological and structural changes during development^14^,^15^,^16^,^32^ and it has been reported that tendon extracellular matrix regulates teno-lineage differentiation of TSPCs^10^,^33^,^34^. To better understand the intrinsic repair ability of young TSPCs, it is necessary to evaluate TSPCs in a more accurate time window with more detailed analysis during the tendon tissue development.

In the current study, we compared the difference in tissue structure and morphology of post-natal rat Achilles tendons at different time-points. It was shown, via H&E staining, that striking changes of tissue structure and morphology was observed over time. Collagen fibres deposited with time and they became more and more organized in their arrangement, which might be the reason for the spindle-shaped cell morphology and that the cell number decreased, as illustrated with the histology score evaluation. Polarized light observation and TEM evaluation further revealed the maturation process of tendon tissues. These results were consistent with previous studies in mice and rabbit models^14^,^15^,^16^,^32^. We chose the 7 days as an important time-point to study the TSPCs based on the finding that the crimp structure of tendon is already formed but not matured around this time point, as seen with H&E staining. This finding was further confirmed under polarized light observation, in which the whole tissue structure could be observed in 7 day tissue, which was not the case with the 1 day tissue. However, 7 day tissue showed only weak golden yellow colour as compared to 56 day. The 7 day time-point was also chosen as the nuclear morphology turned from round to short spindle-shaped at 7 days and as the diameters of collagen fibres began to be heterogeneous in the 7 to 14 day tissue.

TSPCs-7d had significantly higher proliferation ability and clone formation potential as compared to TSPCs-56d. However, it was interesting that there was not much difference between TSPCs-1d and TSPCs-56d in terms of proliferation. The advantage in cell proliferation ability of TSPCs-7d could be explained by up-regulated gene expression in GO terms related to mitosis, cell division, cell cycle in biological process and cell cycle, DNA polymerase in pathway. However, this needs to be confirmed in future studies. In addition, TSPCs-7d also had advantages in the differentiation potential towards mesenchymal lineage, notably to teno-lineage in cell-sheet model, making it as a candidate of ideal cell source for tendon tissue engineering. To further find crucial genes or factors that contribute to the formation of the optimal conditions of TSPCs-7d, it is valuable to study the molecular network and microenvironment in 1 day or earlier tendon tissue, which triggers and determines the cell fate transition from TSPCs-1d to TSPCs-7d (Chen *et al.*, unpublished). This information could contribute a lot to effectively stepwise tenogenic differentiation from stem cells to mature tenocytes, and thus promote tendon regeneration in the future.

In summary, TSPCs have different self-renewal and mesenchymal differentiation ability during tendon development. TSPCs-7d was found to have advantages in cell proliferation, clone formation, mesenchymal-lineage differentiation potential as compared to TSPCs-1d and TSPCs-56d. This study is not only helpful in understanding the biological roles of TSPCs during tendon development, but also provides valuable insight in suitable stem cell selection and stepwise tenogenic differentiation for future tendon tissue engineering.

## Methods

### Ethics statement

All studies were approved by the Zhejiang University Administration on Laboratory Animal Care. Animals were treated in accordance with IACUC guidelines (ethics approval number: ZJU2010102007).

### H&E staining

The harvested specimens (n ≥ 3 at each time point) were fixed in 10% (v/v) neutral buffered formalin, dehydrated through an alcohol gradient, cleared, and embedded in paraffin blocks. A microtome was used to prepare histological sections (7 *μ*m). These sections were stained with haematoxylin and eosin as explained previously^35^ and also observed under polarized light microscopy. Histological scoring^35^ was performed using a blinded semi-quantitative scoring system based on three parameters: fibre structure, nuclear roundness and number of cells. The score of each parameter in the rat Achilles tendon tissue from day 1 was set as 1.

### TEM

Tissue specimens were fixed by standard procedures for TEM to assess collagen fibril diameter^36^. Briefly, specimens were pre-fixed with 2% glutaraldehyde for 24 h and washed twice with phosphate-buffered saline (PBS) followed by post-fixation with 1% osmic acid for 2 h. After two washes in PBS, the specimens were dehydrated in an ethanol gradient and dried to a critical point. Subsequently, the specimens were sectioned transversely, mounted and sputter-coated with gold before analysed using TEM (Quanta 10 FEI). The average fibril diameter was calculated to reflect the development of collagen fibril.

### Cell isolation and culture

Rat Achilles tendon tissues from three different post-natal stages: 1 day, 7 days and 56 days were obtained following the approved guidelines set by Zhejiang University Institutional Animal Care. To isolate TSPCs at each development time point, tendon tissues from at least two individuals were mixed, cut into 1–2 mm^3^ pieces, and washed three times with PBS. The tissue fragments were cultured in low glucose DMEM (Gibco) supplemented with 10% (v/v) fetal bovine serum (Invitrogen) and 1% penicillin-streptomycin (Gibco). When cells had migrated from the tissue and adhered to the culture surface, they were trypsinized and seeded at very low density (2 cells/cm^2^) to form colonies. After 10–12 days, the colonies formed were trypsinized and passaged. All TSPCs in this study were of polyclonal origin. The cells were trypsinized when confluent and split 1:4. Cells were used between passages 3 and 5.

### Crystal violet staining

The colonies formed by TSPCs were stained with 1% crystal violet (Sigma) in methanol for 10 min. The number and size of all colonies with diameters >2 mm were counted.

### FACS analysis

Cells in suspension (5 × 10^5^) were incubated with 1 mg of FITC-conjugated mouse specific to rat monoclonal antibodies towards CD29, CD44, CD45 and CD90 (all from BD Pharmingen) for 1 h at 4 °C. FITC-conjugated isotype-matched IgGs (BD Pharmingen) were used as controls. After washing, the cells were incubated with FITC-conjugated rabbit anti-mouse IgG for 45 min on ice. After additional washing, the samples were analysed using a Coulter Epics XL flow cytometer.

### Evaluation of mesenchymal lineage differentiation potential of TSPCs

The multipotent differentiation potential of TSPCs toward adipogenic, osteogenic, and chondrogenic lineages was evaluated *in vitro* according to established protocols^19^. Positive induction of adipogenesis was confirmed by Oil Red O staining and the amount of extracted dye at 510 nm was determined (n = 3). Positive induction of osteogenesis was confirmed by alkaline phosphatase staining (n = 3). The count of ALP positive cells and total cells were counted and the ratio was compared between TSPCs-7d and TSPCs-1d, or TSPCs-7d and TSPCs-56d. Positive induction of chondrogenesis was confirmed by Safranin O staining (n = 3). Histology evaluation of each sample includes uniformity and intensity of Safranin O stain, distance between cells/amount of matrix produced, and cell morphology, with a score ranging from 0 to 3. The sum of histology score was calculated and compared between different groups.

The differentiation potential of TSPCs toward teno-lineage was evaluated in an *in vitr*o cell-sheet differentiation model. As described previously^37^, upon confluence, TSPCs were cultured in DMEM supplemented with 10% (v/v) fetal bovine serum and 50 μg/ml ascorbic acid (Sigma). Samples after 3 days culture were collected for mRNA extraction and following qPCR evaluation.

### Cell proliferation assay and population doubling

Cell proliferation was measured with the Cell Counting KIT-8 (CCK-8, Dojindo) and following the manufacturer’s protocol. The cells were cultured for 1, 3, 5 and 7 days and incubated with CCK-8 solution in a 5% CO_2_ incubator at 37 °C for 2 h. The amount of formazan produced was measured at 450 nm using a spectrophotometer.

Population doubling at each passage was calculated using the equation: n = [log (final cell count) − log (number of cells initially plated)]/0.301. Cumulative population doubling was obtained by adding population doubling to the previous one^38^.

### Microarray assay

TSPCs at different post-natal development stages (1d, 7d and 56d) were isolated from at least two individuals. They were cultured and used for microarray analyses at passage 2. Total RNA was extracted using Trizol reagent and was further purified using Qiagen RNeasy Mini Kit according to the manufactures’ instructions. The RNA quality was assessed by formaldehyde agarose gel electrophoresis. An aliquot of 200 ng of total RNA was used to synthesize double-stranded cDNA, and then produce biotin-tagged aRNA using MessageAmp™ Premier RNA Amplification Kit (Life Technologies). The resulting bio-tagged aRNA was fragmented to strands of 35–200 bases in length according to the protocols from Affymetrix. The fragmented aRNA was hybridized to Rat Genome 230 2.0 Array (Affymetrix) containing 30,000 transcripts. Hybridization was performed at 45 °C with rotation for 16 h at hybridization oven 640. The GeneChip arrays were washed and then stained automatically on an Affymetrix Fluidics Station 450 followed by scanning on an Affymetrix GeneChip Scanner 3000 7G.

The scanned images were first assessed by visual inspection then analysed to generate raw data files saved as CEL files using the default setting of Affymetrix^®^ GeneChip^®^ Command Console^®^3.2 (AGCC) Software. Then the raw data were normalized and summarized with the Affymetrix Microarray Suite 5.0 (MAS5) and with the Robust Multi-array Average (RMA) algorithm^39^. Fold change was the ratio of two normalized sample signal. Genes were determined to be significantly differentially expressed using fold change of 2.0 as cutoffs. Hierarchical clustering with the average linkage method was performed with Cluster3.0 software and the cluster result was visualized through with the Treeview program. The array has been submitted to the GEO repository with accession number GSE68485.

### RNA isolation and qPCR

Total mRNA was isolated by cellular lysis in Trizol (Invitrogen) followed by a one-step phenol chloroform-isoamyl alcohol extraction, according to the manufacturer’s instructions. qPCR was performed to compare the expression of genes using SYBR Green qPCR Master Mix (TakaRa) with a Light Cycler apparatus (ABI 7900HT), as described previously^40^. The results are presented as target gene expression normalized to GAPDH.

### Statistical analysis

All quantitative data are presented as mean ± SD. One-way ANOVA and Bonferroni post hoc test were performed to assess statistical significance of results between groups. Values of p < 0.05 were accepted as statistically significant.

## Additional Information

**How to cite this article**: Chen, J. *et al.* Characterization and comparison of post-natal rat Achilles tendon-derived stem cells at different development stages. *Sci. Rep.* **6**, 22946; doi: 10.1038/srep22946 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
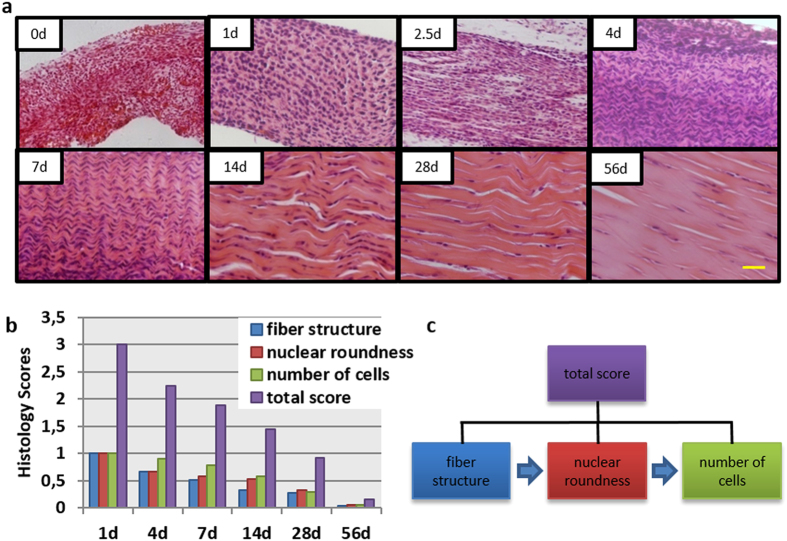
H&E staining and histology score evaluation of post-natal rat Achilles tendons. (**a**) H&E staining at day 0, 1, 2.5, 4, 7, 14, 28 and 56. Scale bars = 50 μm. (**b**) Histology score evaluation. Total score = fibre structure + nuclear roundness + number of cells. (**c**) Three parameters of histology score decreased in a distinct order during development.

**Figure 2:**
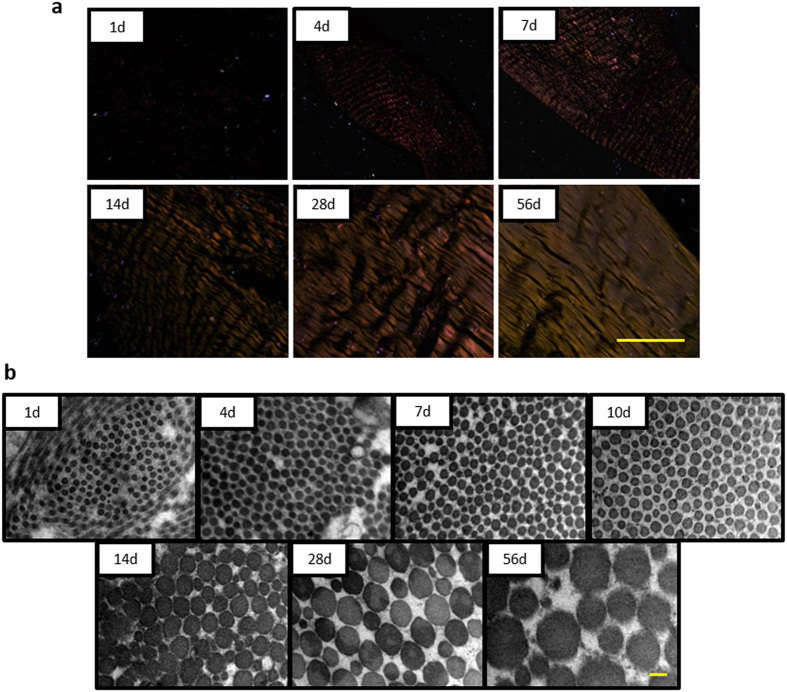
Maturation of tendon tissues during development. (**a**) Polarized light images at day 0, 4, 7, 14, 28 and 56. Scale bars = 200 μm. (**b**) Ultrastructure of tendon tissue by TEM at day 1, 4, 7, 10, 14, 28 and 56. Scale bars = 0.1 μm.

**Figure 3:**
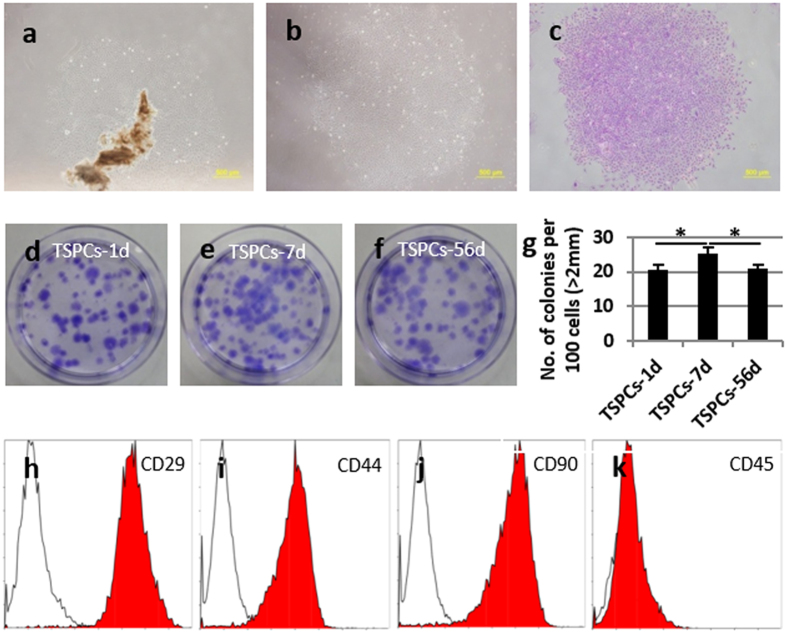
Isolation and characterization of TSPCs-1d, 7d and 56d. (**a**) Cells adhered and spread from tendon tissues. (**b**) Clone formed from single cell and (**c**) stained by crystal violet. (**d**–**g**) Clone formation ability comparison among different TSPCs. (**h**–**k**) Comparison of MSCs surface marker expression by flow cytometer. Scale bars = 500 μm (**a**–**c**). *Significant difference between two groups at p < 0.05.

**Figure 4:**
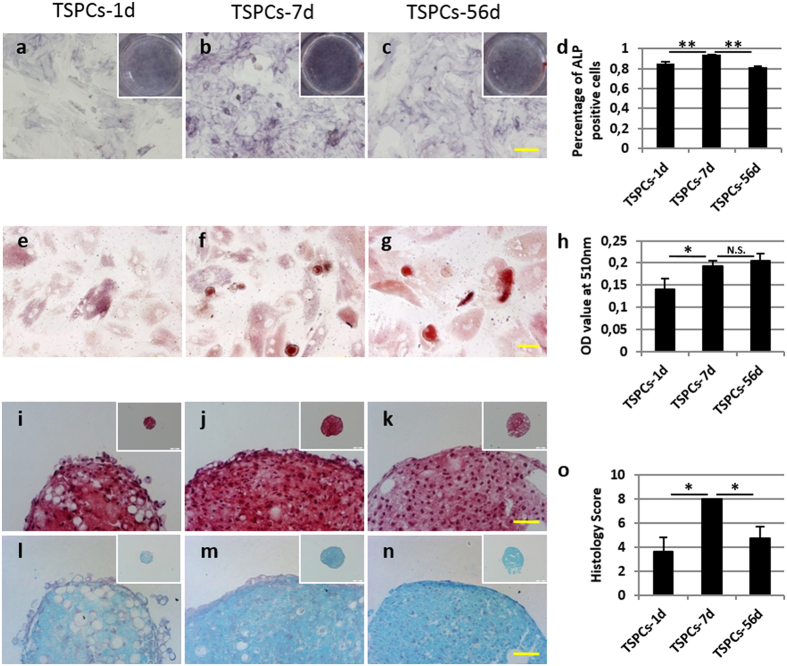
Comparison of mesenchymal lineage differentiation potential towards osteo-, adipo- and chondro-lineage among TSPCs derived from day 1, 7 and 56. (**a**–**d**) ALP staining for osteogenic differentiation after 14 days was performed and the percentages of positive cells were compared. (**e**–**h**) Oil red staining for adipogenic differentiation after 14 days was performed and quantified. (**i**–**o**) Safranin O staining and alcian blue staining for chondrogenic differentiation after 28 days were performed and histology scores were compared. Scale bars =100 μm (**a**–**c**), 50 μm (**e**–**g**,**i**–**n**) and 200 μm (insets of **i**–**n**). *Significant difference between two groups at p < 0.05. **Significant difference between two groups at p < 0.001. N.S. No significant difference between two groups at p ≥ 0.05.

**Figure 5:**
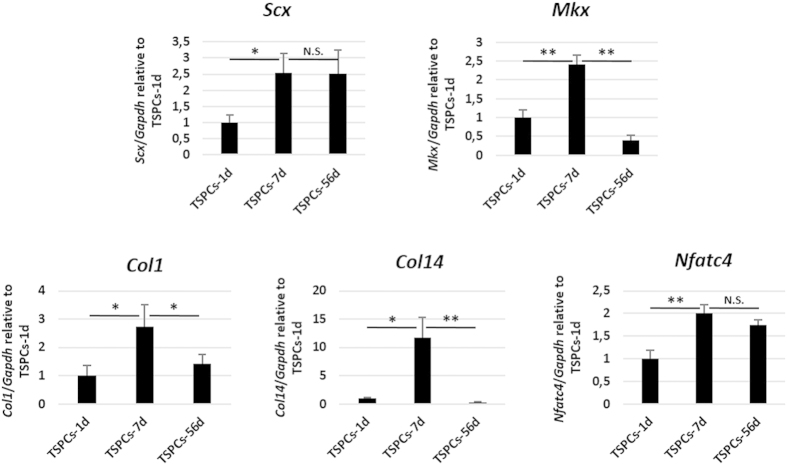
Comparison of teno-lineage differentiation potential among TSPCs derived from day 1, 7 and 56. The expression of tendon related genes *Scx*, *Mkx*, *Col1*, *Col14* and *Nfatc4* were compared by qPCR. *Significant difference between two groups at p < 0.05. **Significant difference between two groups at p < 0.001. N.S. No significant difference between two groups at p ≥ 0.05.

**Figure 6:**
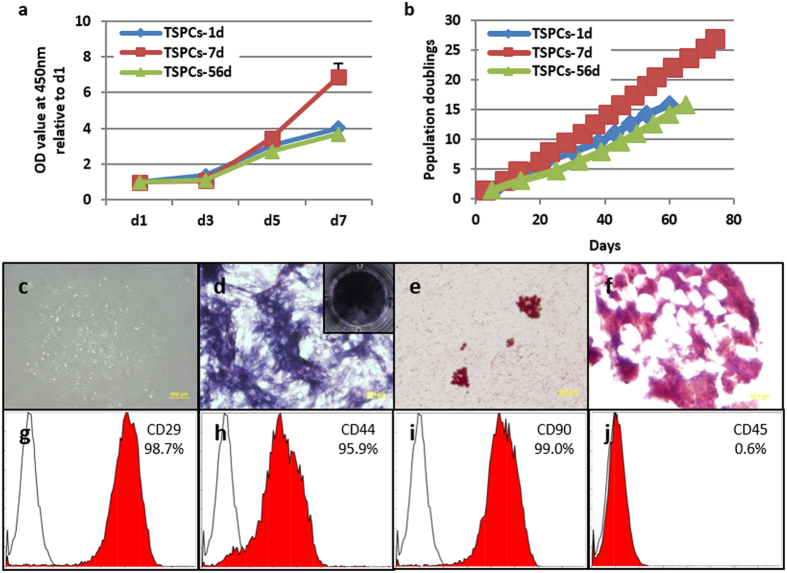
Comparison of cell proliferation ability among TSPCs-1d, 7d and 56d. (**a**) Short-term cell proliferation from 1–7 days in culture and (**b**) long-term population doublings of different TSPCs during a period of up to 80 days in culture. (**c**–**j**) Self-renewal and multi-potent differentiation potential of TSPCs-7d at passage 20. (**c**) Clone formation ability. (**d**) Osteogenic differentiation. (**e**) Adipogenic differentiation. (**f**) Chondrogenic differentiation. (**g**–**j**) MSCs surface maker expression. Scale bars =500 μm (**c**), 50 μm (**d**–**e**) and 20 μm (**f**).

**Figure 7:**
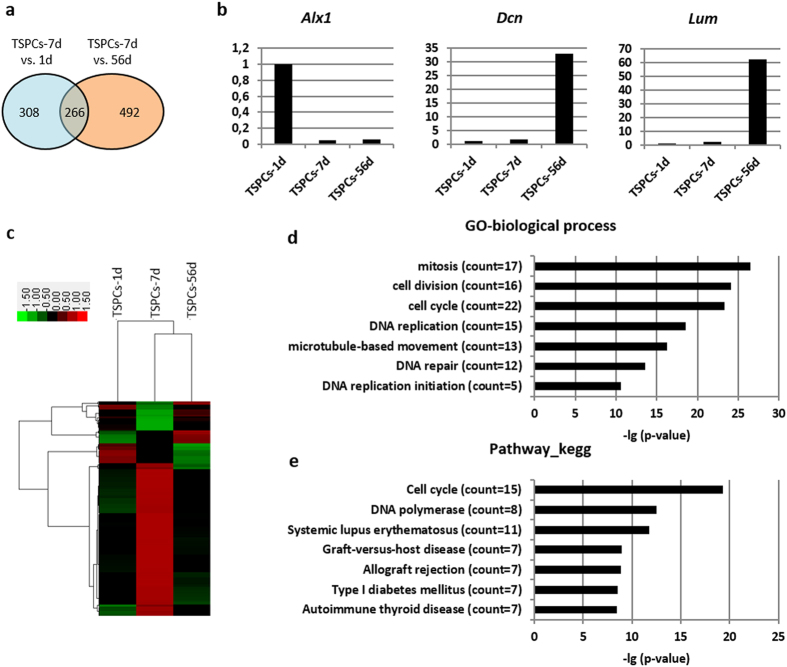
Microarray analysis of different TSPCs. (**a**) The number of transcripts with more than two-fold difference between TSPCs-7d and TSPCs-1d, or TSPCs-7d and TSPCs-56d. (**b**) qPCR results confirming differentially expression genes from microarray. (**c**) Gene cluster analysis of 266 transcripts, which showed more than two-fold difference both in TSPCs-7d vs. 1d, and TSPCs-7d vs. 56d. (**d**) Gene ontology related to biological process ordered according to –lg (p-value). (**e**) Gene ontology related to pathway ordered according to –lg (p-value). The array has been submitted to the GEO repository with accession number GSE68485 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE68485).

**Table 1:** MSCs surface maker expression of TSPCs-1d, 7d and 56d.

	TSPCs-1d	TSPCs-7d	TSPCs-56d
CD29	95.8%	99.1%	92.9%
CD44	86.4%	93.7%	76.3%
CD90	92.5%	97.7%	96.4%
CD45	0.1%	0.1%	0.1%

# Supplementary material for: Characterization and comparison of post-natal rat Achilles tendon-derived stem cells at different development stages
**Source:** Sci Rep. 2016 Mar 14;6:22946. doi: 10.1038/srep22946
**Supplement:** Supplementary Information

# Characterization and comparison of post-natal rat Achilles tendon-derived stem cells at different development stages

Jialin Chen, Wei Zhang, Zeyu Liu, Ting Zhu, Weiliang Shen, Jisheng Ran, Qiaomei Tang, Xiaonan Gong, Ludvig J. Backman, Xiao Chen, Xiaowen Chen, Feiqiu Wen, Hongwei Ouyang

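Between TSPCs-56d and TSPCs-1d, the glucocorticoid-activating enzyme gene *Hsd11b1* was 14.9-fold higher in TSPCs-56d. The gap junction gene *Gja5* was 16.0-fold lower in TSPCs-56d, the growth factor gene *Mdk* 9.95-fold lower and *Nnat*, an imprinted gene, 8.23-fold lower. More than 2-fold differences were counted for 1031 probe sets, of which 473 (45.9%) were higher and 558 (54.1%) lower in TSPCs-56d. The split by direction depended on the scaling between arrays: after each array was divided by its median signal, 381 (35.5%) were higher and 692 lower. It also turned with the count: over genes, 284 of 535 (53.1%) were higher and 251 lower, and at a 1.5-fold cutoff 1983 of 3539 probe sets (56.0%) were higher. By direction, 57.9% of the probe sets past the cutoff were higher in TSPCs-7d than in TSPCs-1d, and 56.2% were higher in TSPCs-7d than in TSPCs-56d. At a 3-fold cutoff these shares were 49.1% and 43.0%, at 1.5-fold 53.4% and 49.8%, and after median scaling 56.1% and 64.2%. Except where genes are named as the unit, the counts cover probe sets, several of which may read the same gene. Counted by genes, 1 probe set each, there were 419 in TSPCs-7d vs. TSPCs-1d, 542 in TSPCs-7d vs. TSPCs-56d and 535 in TSPCs-56d vs. TSPCs-1d.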

**Supplemental table S1.** Differentially regulated gene numbers between every two TSPCs.

| Number of genes          | TSPCs-7d vs. 1d | TSPCs-7d vs. 56d | TSPCs-56d vs. 1d |
|--------------------------|-----------------|------------------|------------------|
| Up regulated             | 359(63%)        | 439(58%)         | 376(46%)         |
| Down regulated           | 215(37%)        | 319(42%)         | 446(54%)         |
| Differentially regulated | 574             | 758              | 822              |

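The table lists, by probe set and gene, the ratio of the signal of TSPCs-7d to that of TSPCs-1d and to that of TSPCs-56d for genes under the leading GO terms of Fig. 7d and 7e. Such genes include the cohesion gene *Esco2*, 3.31-fold and 2.64-fold higher in TSPCs-7d, and the deubiquitinase gene *Usp1*, 2.93-fold and 2.39-fold higher. Both ratios of each probe set were computed from the deposited signals. Of 118 ratios, 116 equalled those of the table at 2 decimals and all 118 lay within 0.01 of them, with a largest difference of 0.0051. The ratios of the table are therefore those of the deposited signals without further scaling. A term can hold genes whose products are not enzymes of the cell cycle, and a gene read by several probe sets has a ratio for each of them.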

**Supplemental table S2.** Genes screened from top seven biological process GO terms and top two pathway GO terms.

| ProbeSetID   | Gene symbol   | Gene name                                         | Fold change<br>TSPCs-7d vs.1d | Fold change<br>TSPCs-7d vs.56d |
|--------------|---------------|---------------------------------------------------|-------------------------------|--------------------------------|
| 1368260_at   | <i>Aurkb</i>  | aurora kinase B                                   | 2.69                          | 2.73                           |
| 1368799_at   | <i>Birc5</i>  | baculoviralIAP repeat-containing 5                | 2.12                          | 2.65                           |
| 1379582_a_at | <i>Ccna2</i>  | cyclin A2                                         | 2.90                          | 3.52                           |
| 1370345_at   | <i>Ccnb1</i>  | cyclin B1                                         | 2.64                          | 2.70                           |
| 1370346_at   |               |                                                   | 3.30                          | 2.78                           |
| 1389566_at   | <i>Ccnb2</i>  | cyclin B2                                         | 2.79                          | 3.18                           |
| 1367776_at   | <i>Cdc2</i>   | cell division cycle 2, G1 to S and G2 to M        | 2.26                          | 2.38                           |
| 1370294_a_at | <i>Cdc20</i>  | cell division cycle 20 homolog (S. cerevisiae)    | 2.61                          | 2.79                           |
| 1389506_x_at |               |                                                   | 2.13                          | 2.83                           |
| 1379234_a_at | <i>Cdc45l</i> | CDC45 cell division cycle 45-like (S. cerevisiae) | 2.72                          | 2.00                           |

|            |                  |                                                                                               |      |      |
|------------|------------------|-----------------------------------------------------------------------------------------------|------|------|
| 1374449_at | <i>Cdca3</i>     | cell division cycle associated 3                                                              | 2.96 | 2.28 |
| 1371928_at | <i>Cdca8</i>     | cell division cycle associated 8                                                              | 2.22 | 2.58 |
| 1389542_at | <i>Cenpe</i>     | centromere protein E                                                                          | 2.80 | 3.18 |
| 1373823_at | <i>Cks2</i>      | CDC28 protein kinase regulatory subunit 2                                                     | 2.33 | 2.36 |
| 1397704_at | <i>Esco2</i>     | establishment of cohesion 1 homolog 2 (S. cerevisiae)                                         | 3.31 | 2.64 |
|            | <i>LOC685024</i> | similar to N-acetyltransferase ESCO2 (Establishment of cohesion 1 homolog 2) (ECO1 homolog 2) |      |      |
|            | <i>LOC691979</i> | similar to N-acetyltransferase ESCO2 (Establishment of cohesion 1 homolog 2) (ECO1 homolog 2) |      |      |
| 1385733_at | <i>Exo1</i>      | exonuclease 1                                                                                 | 2.80 | 2.39 |
| 1378240_at | <i>Fancd2</i>    | Fanconianemia, complementation group D2                                                       | 2.83 | 2.71 |
| 1389103_at | <i>Gins4</i>     | GIN5 complex subunit 4 (Sld5 homolog)                                                         | 2.17 | 2.08 |
| 1390891_at | <i>Kif11</i>     | kinesin family member 11                                                                      | 2.81 | 2.96 |

|              |                   |                                                                             |      |      |
|--------------|-------------------|-----------------------------------------------------------------------------|------|------|
| 1374794_at   | <i>Kif15</i>      | kinesin family member 15                                                    | 2.69 | 3.30 |
| 1372903_at   | <i>Kif18b</i>     | kinesin family member 18B                                                   | 2.42 | 2.97 |
| 1373722_at   | <i>Kif20a</i>     | kinesin family member 20A                                                   | 2.36 | 2.89 |
| 1380775_at   | <i>Kif20b</i>     | kinesin family member 20B                                                   | 2.72 | 3.62 |
| 1372516_at   | <i>Kif22</i>      | kinesin family member 22                                                    | 2.50 | 2.36 |
| 1391063_at   | <i>Kif23</i>      | kinesin family member 23                                                    | 2.47 | 2.63 |
| 1374912_at   | <i>Kif2c</i>      | kinesin family member 2C                                                    | 2.75 | 2.41 |
| 1379479_at   | <i>Kif4</i>       | kinesin family member 4                                                     | 3.51 | 2.97 |
| 1376185_at   | <i>Kifc1</i>      | kinesin family member C1                                                    | 2.88 | 2.56 |
| 1368204_at   | <i>Lig1</i>       | ligase I, DNA, ATP-dependent                                                | 2.44 | 2.34 |
| 1379195_s_at |                   |                                                                             | 2.18 | 2.12 |
| 1376346_at   | <i>LOC681162</i>  | similar to Cyclin-dependent kinases regulatory subunit 1 (CKS-1) (Sid 1334) | 0.32 | 0.34 |
|              | <i>RGD1561797</i> | RGD1561797                                                                  |      |      |

|              |               |                                                                             |      |      |
|--------------|---------------|-----------------------------------------------------------------------------|------|------|
| 1376951_at   | <i>Mad2l1</i> | MAD2 (mitotic arrest deficient, homolog)-like 1 (yeast)                     | 2.79 | 2.88 |
| 1378028_at   |               |                                                                             | 2.54 | 2.56 |
| 1398602_at   |               |                                                                             | 2.73 | 2.58 |
| 1376055_at   | <i>Mcm5</i>   | minichromosome maintenance complex component 5                              | 3.02 | 2.36 |
| 1371074_a_at | <i>Mcm6</i>   | minichromosome maintenance complex component 6                              | 3.35 | 2.12 |
| 1388744_at   | <i>Mcm7</i>   | minichromosome maintenance deficient 7 ( <i>S. cerevisiae</i> )             | 3.07 | 2.39 |
| 1381130_at   | <i>Mcm8</i>   | minichromosome maintenance complex component 8                              | 2.92 | 2.60 |
| 1377299_at   | <i>Nasp</i>   | nuclearautoantigenic sperm protein (histone-binding)                        | 2.46 | 2.66 |
| 1378264_at   |               |                                                                             | 2.02 | 2.30 |
| 1374799_at   | <i>Ncapd2</i> | non-SMC condensin I complex, subunit D2                                     | 2.58 | 3.28 |
| 1378296_at   | <i>Ncaph</i>  | non-SMC condensin I complex, subunit H                                      | 3.14 | 2.89 |
| 1383940_at   | <i>Nuf2</i>   | NUF2, NDC80 kinetochore complex component, homolog ( <i>S. cerevisiae</i> ) | 2.66 | 2.79 |
| 1385522_at   | <i>Orc1l</i>  | origin recognition complex, subunit 1-like (yeast)                          | 3.25 | 2.26 |

|            |                   |                                                                     |      |      |
|------------|-------------------|---------------------------------------------------------------------|------|------|
| 1370297_at | <i>Plk1</i>       | polo-like kinase 1 (Drosophila)                                     | 2.66 | 2.57 |
| 1376611_at | <i>Pola1</i>      | polymerase (DNA directed), alpha 1                                  | 2.38 | 2.38 |
| 1389421_at | <i>Pole</i>       | polymerase (DNA directed), epsilon                                  | 2.06 | 2.66 |
| 1383578_at | <i>Rad51</i>      | RAD51 homolog (RecA homolog, E. coli) (S. cerevisiae)               | 3.39 | 2.64 |
| 1389326_at | <i>Rfc3</i>       | replication factor C (activator 1) 3                                | 2.09 | 2.17 |
| 1388458_at | <i>Rfc4</i>       | replication factor C (activator 1) 4                                | 2.12 | 2.44 |
| 1395944_at | <i>RGD1310778</i> | similar to Putative protein C21orf45                                | 2.50 | 2.60 |
| 1368144_at | <i>Rgs2</i>       | regulator of G-protein signaling 2                                  | 0.40 | 2.15 |
| 1393848_at | <i>Rrm2</i>       | ribonucleotidereductase M2                                          | 3.03 | 2.47 |
| 1389668_at | <i>Spc25</i>      | SPC25, NDC80 kinetochore complex component, homolog (S. cerevisiae) | 3.05 | 2.70 |
| 1368522_at | <i>Timeless</i>   | timeless homolog (Drosophila)                                       | 2.41 | 2.33 |
| 1372631_at | <i>Tk1</i>        | thymidine kinase 1, soluble                                         | 2.93 | 2.30 |
| 1378640_at | <i>Uhrf1</i>      | ubiquitin-like with PHD and ring finger domains 1                   | 3.49 | 2.78 |

|            |             |                                |      |      |
|------------|-------------|--------------------------------|------|------|
| 1373538_at | <i>Usp1</i> | ubiquitin specific peptidase 1 | 2.86 | 2.81 |
| 1376687_at |             |                                | 2.93 | 2.39 |

How the deposited data were processed for this re-analysis (not part of the article)

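Gene expression was measured in TSPCs cultured from the Achilles tendon of rats aged 1, 7 and 56 days, on 3 Affymetrix Rat Genome 230 2.0 arrays, 1 per age. According to the methods, the authors scanned the arrays and normalized and summarized the raw data with MAS5 and with RMA, and the submitters' processing notes name MAS5 alone. The deposited unit is intensity: a linear signal for each of 31042 probe sets, from 1 upward, which the authors had made comparable between the arrays. The ratios of these signals equal the fold changes of Supplementary Table S2, which fixed the scale. The combination of MAS5 and RMA behind the values is not stated, and raw probe intensities, detection calls and control probe sets were not analysed here.

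The signals were used as deposited, without a floor, a filter or further scaling. A fold change was the ratio of the signals of a pair of arrays, and a probe set was counted as higher at a ratio over 2 and lower at a ratio under 0.5. The comparisons were TSPCs-7d vs. TSPCs-1d, TSPCs-7d vs. TSPCs-56d and TSPCs-56d vs. TSPCs-1d. With 1 array per age there is no estimate of error between cultures and no test was made. The number of arrays limits the precision. As a guide to the noise of single probe sets, the log2 ratios of both probe sets were compared for 1714 genes with 2 probe sets above the median of mean signal, and 10% of these pairs differed by more than 0.39, 0.44 and 0.53 in the comparisons in that order. The log2 signals of the arrays correlated across probe sets with r between 0.976 and 0.985. The overlap of both comparisons of TSPCs-7d was set beside 100 simulated sets of arrays without change that share 1 array, with noise drawn in 50 bins of signal, either from the difference between TSPCs-56d and TSPCs-1d or from 1168 pairs of probe sets of a gene.

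The platform's table names a single gene for 20826 probe sets, several genes for 436 and none for 9780. Of the former, 20758 have a gene ID in the RefSeq gene table of rat assembly GRCr8, which was used for names only. The probe set of the highest mean signal stood for each of 14217 genes. In all, 36 gene lists and the rule for named genes were written before the data were examined. The lists cover the cell cycle (replication origins, DNA synthesis, mitotic regulators, kinetochore, spindle and cytokinesis, chromosome structure, DNA repair, G1 cyclins and E2F factors, inhibitors, histones), the matrix and tendon, differentiation and patterning, signalling, immunity, other cell types, and stress, reference and ribosomal genes. For each list, the number of members past 2-fold and the median log2 ratio were computed, and the median was placed among 10000 random lists of the same size, drawn within 20 bins of mean log2 signal. In total, 108 list medians were computed, over 3 comparisons. Named genes are those the paper names, for each comparison the 15 genes with the highest and the 15 with the lowest ratio among the probe sets above the median of mean signal, the 10 highest and the 10 lowest in TSPCs-7d against both others, and up to 4 members per list and direction past 2-fold. The fold changes of Supplementary Table S2 had been seen when that rule was written. Genes of the Y chromosome and of uncertain name were left out of it.

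The alternatives were: each array divided by its median, quantile normalization and centring by a loess curve of span 0.2; a floor at the 25th percentile (48.9) or at the median (110.1) of all signals and a pseudocount of 32; only probe sets above the median of mean signal, without probe sets shared between transcripts, and genes instead of probe sets; cutoffs of 1.5 and 3; the mean over the probe sets of a gene; and values under 1 raised to 1. The calculation was tested on simulated data, in which all of 200 probe sets changed 3-fold were recovered after scaling by the median, with 0 false calls. The planted change lay above the 2-fold cutoff, so this checks the calculation and not the rate of false calls on the real arrays. Arrays without change, simulated with noise from pairs of probe sets, put 507 and 508 probe sets past the cutoff on average. The GO and pathway enrichment of Fig. 7d and 7e was not recomputed. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.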

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

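All tests of explanations reported here were chosen after the result they measure had been seen. The paper gives no medians of such gene lists on its arrays, though it names or measures single members of the tendon and proteoglycan lists. They are listed where the median log2 ratio of a gene list stayed in the top or bottom 2.5% of random lists in the main calculation and under the other normalizations and treatments of low signals. Of 108 list medians, 44 were in these tails, where 5.4 would be by chance if genes varied independently, and 27 stayed there under every alternative.

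Cell cycle genes were higher in TSPCs-7d than in both other cultures. Outside Supplementary Table S2, the lowest median of the pooled genes over 3 other normalizations and both comparisons was 0.95, which argues against scaling between the arrays. In addition, 33 of these 86 genes were more than 2-fold higher in both comparisons, against at most 7 in 10000 random lists, which argues against noise of the shared TSPCs-7d array that is independent between genes. The growth state of the cultures at harvest stays open: the cell cycle inhibitors had a median log2 ratio of -0.018 against TSPCs-1d, but each age is 1 harvest, so the age of the animals and the state of that culture cannot be told apart. The pattern may therefore belong to either. Smooth muscle and pericyte markers were lower in TSPCs-7d in the same comparisons, with medians of -0.32 against TSPCs-1d and -0.34 against TSPCs-56d. Of these 14 markers, 1 and 3 went the other way. Stress, immediate early and hypoxia genes had medians of -0.16 and -0.09. Whether these shifts are linked to that of the cell cycle genes was not tested.

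Genes of cytokines, chemokines and inflammation had a median log2 ratio of 0.60 in TSPCs-56d over TSPCs-1d and of -0.34 in TSPCs-7d over TSPCs-56d, with 10 of 27 more than 2-fold higher in TSPCs-56d than in TSPCs-1d, such as *Ccl7* (6.09-fold) and *Il6* (5.64-fold), and 1, *Tnfaip6*, lower (4.69-fold). Blood cells or macrophages in the TSPCs-56d culture stay open: the upper quartile of the log2 ratios of the 11 markers that were not dim was 0.21, under the bound of 0.30 (0.5 times the list's median) by less than the 0.17 by which 2 probe sets of a gene differed (a margin set with these values in view, without which the test would count against these cells), with *Cd68* at signals of 122 and 143 in TSPCs-1d and TSPCs-56d, *Ctss* at 169.7 and 164, *Csf1r* at 76.9 and 78.8 and *Lyz2* at 115 and 198 (1.72-fold higher); *Ptprc* (CD45) was dim in both, and the paper reports all its cultures as negative for CD45 by flow cytometry, which was not measured here. This form of the test replaced one over all 19 markers (upper quartile 0.33) against only the inflammatory genes past 2-fold (median 2.26), which had been read as evidence against these cells but rested on the top genes and on dim markers. A larger share of cells of the tendon sheath or synovium could not be excluded or shown: their 11 markers had a median of 0.47, with *Cd55* 6.75-fold higher and *Clu* 2.95-fold lower, and the methods describe no sort that would remove such cells. The age of the animals was not tested and stays open as well.

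The Y-linked gene *Eif2s3y*, named like the next genes after its values were seen, had a signal of 266 in TSPCs-1d and dim signals of 18.1 in TSPCs-7d and 12.1 in TSPCs-56d (a log2 ratio of -4.46 for TSPCs-56d over TSPCs-1d as deposited, and a ratio of at most 0.184 with the dim signal raised to 48.9). *Xist*, the RNA of the inactive X chromosome, had a median log2 ratio of 1.24 in TSPCs-7d over TSPCs-1d over its 4 probe sets. A larger share of male cells in TSPCs-1d could account for both. *Xist* was lower there in each probe set (lowest log2 ratio of the others over TSPCs-1d 0.44). The brighter probe set of the Y-linked *Uty* (246, 315 and 353) and that of *Sry* (59.4, 68.6 and 71.1) were lowest there. But *Uty* was bright in TSPCs-7d and TSPCs-56d, where *Eif2s3y* was dim, so what its probe set reads cannot be told. The signals of *Sry* lay near the dim level of 48.9 in each culture. Neither gene can therefore count against male cells, and the question stays open. *Xist* was also 1.64-fold to 1.80-fold higher in TSPCs-7d than in TSPCs-56d, and whether TSPCs-56d held more male cells than TSPCs-7d cannot be told apart from other causes, as *Eif2s3y* was dim in both (12.1 in TSPCs-56d). The paper's text does not give the sex of the animals, and a difference in sex between the pools was not tested otherwise.

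Tendon transcription factors and tendon markers had a median log2 ratio of 0.19 in TSPCs-56d over TSPCs-1d, with 4 of 20 more than 2-fold higher and 2 lower. Small leucine-rich proteoglycans had a median of 0.50 in the same comparison. Genes of MHC and antigen presentation had a median of -0.24 in TSPCs-7d over TSPCs-56d. Smooth muscle and pericyte markers had medians of -0.32 in TSPCs-7d over TSPCs-1d and -0.34 in TSPCs-7d over TSPCs-56d, with 0 and 1 of 14 past 2-fold. Stress, immediate early and hypoxia genes had a median of -0.16 in TSPCs-7d over TSPCs-1d. Ribosomal protein genes had a median of 0.094 in TSPCs-7d over TSPCs-56d, with 0 of 47 past 2-fold.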

How the results depend on the processing

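The alternatives were fixed in advance, except the filter on the brighter array, which was chosen after the counts were seen. No paired analysis was possible because each age has 1 array. Of 389 values of named genes past 2-fold, 333 to 386 stayed past it, fewest with a floor at the median, and 0 reversed. Of 44 list medians in the outer tails of random lists, 28 to 44 stayed on their side, again fewest with the floor at the median. The scaling alternatives and leaving out shared probe sets kept every count within 1.5 times its value, and values under 1 raised to 1 moved nothing, since 1 is the lowest value. In what follows, counts are given for TSPCs-7d vs. TSPCs-1d, TSPCs-7d vs. TSPCs-56d, TSPCs-56d vs. TSPCs-1d, either comparison of TSPCs-7d and both. With the floor at the median they were 414, 504, 511, 721 and 197, and with a pseudocount of 32 they were 414, 508, 568, 741 and 181, since both shrink the ratios of faint probe sets. Above the median of mean signal the first 4 were 453, 558, 582 and 787, and over genes all 5 were 419, 542, 535, 748 and 213, where fewer items are counted. At 1.5-fold they were 2382, 3060, 3539, 4418 and 1024, and at 3-fold 159, 244, 357, 371 and 32, as the cutoff itself sets. The share of probe sets past the cutoff in both that were highest in TSPCs-7d, 62.3%, was 71.9% with the floor at the 25th percentile, 75.6% at the median, 72.4% with the pseudocount, 70.1% above the median of mean signal, 69.5% over genes, 51.6% at 1.5-fold, 28.1% at 3-fold and 68.0% with the brighter array of the pair above 50; the cause was not tested. Of the 59 probe sets of Table S2, 0 passed 3-fold in both comparisons. For the cell cycle lists, the median log2 ratio over TSPCs-56d was 0.82 for DNA synthesis and 1.46 for mitotic regulators after division by the array medians. The DNA repair list had 0.88 over TSPCs-1d with the floor at the 25th percentile, 0.61 over each of TSPCs-1d and TSPCs-56d with the floor at the median, and 0.80 and 0.70 with the pseudocount. Replication origins had 0.84 over TSPCs-56d and the kinetochore 1.32 over TSPCs-1d with the floor at the median. With the pseudocount, over TSPCs-1d the kinetochore had 1.23, the spindle 1.27 and mitotic regulators 1.29, and the last had 1.29 over TSPCs-56d. Averaged over probe sets, the spindle had 1.27 over TSPCs-1d and 1.35 over TSPCs-56d. Each of these medians stayed at percentile 100 of random lists, and the cause of the shifts was not tested. Faint signals limit the rest: no detection call was analysed, so a ratio against a dim signal is a lower bound only.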

Differences from the paper's values

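For TSPCs-7d relative to TSPCs-1d, *Alx1* had an array ratio of 0.0816, whereas the paper's qPCR value is about 0.05 in Fig. 7b, read by eye. Under the other normalizations, both floors and the pseudocount, all set before the data were examined, the computed ratio was 0.0807 to 0.308, in each case more than 1.5 times the paper's. As the signal in TSPCs-7d was dim, the ratio can be read only as at most 0.137, which does not exclude the paper's value. *Lum* had an array ratio of 0.979 in TSPCs-7d relative to TSPCs-1d, whereas the paper's qPCR value is about 2.0 in Fig. 7b, read by eye. Under the same alternatives set before the data were examined, the computed ratio was 0.968 to 1.00, in each case more than 1.5 times below the paper's. Both signals were dim, so no ratio of *Lum* can be read and no difference from the paper is claimed. The paper's values are qPCR over GAPDH. In TSPCs-56d relative to TSPCs-1d, *Alx1*, *Dcn* and *Lum* also involve a dim signal. Their computed ratios of 0.0511, 27.2 and 44.6 lay within 1.5 times of Fig. 7b, as under the other normalizations, but with a floor at the 25th percentile, set before the data were examined, they were 0.137, 12.4 and 20.9 and differed by more, as they did with the floor at the median and the pseudocount. The arrays thus give only bounds here.

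The counts of probe sets past 2-fold were higher than the paper's, each by less than 1.5 times, at the cutoff that the paper states. In either comparison of TSPCs-7d there were 1332 here and 1,066 in the paper, and in both comparisons 326 here and 266 in the paper. The totals here were 729, 929 and 1031 for TSPCs-7d vs. TSPCs-1d, TSPCs-7d vs. TSPCs-56d and TSPCs-56d vs. TSPCs-1d, against 574, 758 and 822 in the paper's Supplementary Table S1. With a floor at the 25th percentile, set before the data were examined, they were 520, 652 and 724, with 930 in either and 242 in both. With only probe sets whose brighter array of the pair was above 50, a filter chosen after seeing the values, they were 582, 759 and 848, with 1069 in either and 272 in both, and this filter drops 1 probe set of Supplementary Table S2.

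Fig. 7c joins TSPCs-7d with TSPCs-56d first. Here the nearest pair over the 326 probe sets was TSPCs-56d and TSPCs-1d by Euclidean distance and by correlation after centring on the mean, whereas TSPCs-7d and TSPCs-56d were nearest after centring on the median, a choice made after seeing the order.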

Other observations

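No test of an explanation is reported here. Of 22 insulin-like growth factors and fetal growth genes, 6 were more than 2-fold lower, 2 higher and 14 between in TSPCs-56d relative to TSPCs-1d, with a median log2 ratio of -0.13. The imprinted transcription factor gene *Plagl1* fell from a signal of 615 in TSPCs-1d to 305 in TSPCs-7d and 65.3 in TSPCs-56d, the binding protein gene *Igfbp2* from 1854 to 528 and 278, and the RNA-binding protein gene *Igf2bp3* from 519 to 317 and 107 in its brightest probe set, while another of its probe sets had 233, 225 and 246. *Igfbp3* went the other way, with 505, 644 and 2180.2. Of 16 cartilage markers, 2 were more than 2-fold lower in TSPCs-56d than in TSPCs-1d and 0 higher, with a median of 0.05: *Acan*, the gene of aggrecan, had 8588, 8224 and 2874, and the link protein gene *Hapln1* had 399.8, 428 and 119.8. Of 33 genes of TGF-beta and BMP signalling, 5 were higher and 2 lower in TSPCs-56d than in TSPCs-1d (median 0.13), among them the BMP antagonist gene *Nog* (7.07-fold) and *Bmp6* (5.63-fold in its brightest probe set, and 1.36-fold, 1.02-fold and 2.16-fold in the others). Of 33 genes of WNT, FGF and hedgehog signalling, 5 were higher and 1 lower (median -0.01), including *Spry1* (3.90-fold) and *Wnt4* (3.63-fold).

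The genes that the paper measured by qPCR in a cell-sheet model were read here in cells of passage 2, not in cell sheets. The tendon transcription factor gene *Scx* had signals of 2255, 2578 and 2569 in TSPCs-1d, TSPCs-7d and TSPCs-56d, and *Nfatc4* had 735, 716 and 895. The collagen genes *Col1a1* (14491, 14736 and 14286) and *Col1a2* (18751, 19315 and 18760.3) lie at the top of the scale, where saturation was not checked, so no comparison between the cultures is read from them. *Tnmd*, the tenomodulin gene, was lower with age, with 543, 351 and 158. Another pair of tendon genes, *Thbs4* and *Fmod*, was lowest in TSPCs-1d, with 76.5, 339.6 and 348 and with 271, 774 and 408. The genes of the surface markers CD29 (*Itgb1*, 9072, 8999.8 and 9797), CD44 (*Cd44*, 1385, 1293 and 1331) and CD90 (*Thy1*, 5077, 5379.6 and 7201) were bright in each culture, while that of CD45 (*Ptprc*) was dim in each (20.8, 25.0 and 30.6). The probe set of *Gapdh*, which the platform assigns to several genes, had 11139, 10562 and 10411. *Mkx* was not analysed here.

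For the other lists, the median log2 ratios of TSPCs-7d over TSPCs-1d, TSPCs-7d over TSPCs-56d and TSPCs-56d over TSPCs-1d were as follows. They were 0.06, 0.04 and 0.10 for collagens, 0.12, -0.01 and 0.06 for elastic fibres and crosslinking, and -0.01, -0.22 and 0.24 for matrix proteases and their inhibitors. Genes of limb patterning had 0.02, 0.07 and 0.08, bone markers -0.03, 0.15 and -0.01, fat cell markers -0.02, -0.35 and 0.32, and surface markers of mesenchymal stem cells 0.13, -0.10 and 0.19. The interferon response had 0.09, -0.27 and 0.40. Markers of skeletal muscle had 0.09, -0.17 and 0.30, of endothelium -0.01, -0.13 and 0.19, of Schwann cells 0.13, -0.22 and 0.36, and of epithelium -0.02, -0.17 and 0.29. Among random lists, skeletal muscle was at percentiles 87.4, 24.3 and 97.9, and endothelium at 46.9, 40.9 and 79.8. Schwann cells were at 91.4, 9.1 and 99.3, and epithelium at 40.05, 27.3 and 95.8. Such a median is therefore not by itself evidence of more or fewer cells of that type. Endothelial, Schwann cell and epithelial markers had 0 members past 2-fold in any comparison. Reference genes had 0.02, 0.01 and 0.02, with 0 of 11 past 2-fold.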
